A study of Mus musculus with 12 samples. Its data were reported in "YY1 binding is a gene-intrinsic barrier to Xist-mediated gene silencing" (2024).

How the data were processed

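Chromatin-associated RNA sequencing (ChrRNA-seq) was analysed in 12 libraries of female mouse embryonic stem cells (mESCs). The method isolates RNA that is still attached to chromatin, so it is enriched for transcripts in the course of synthesis, introns included. The cells derive from a cross of the inbred strains CAST and 129/Sv, so that a read over a position at which the strains differ can be assigned to a parental chromosome. In both lines Xist, the non-coding RNA that coats and silences the X chromosome it is made from, is switched on from its own locus by doxycycline. Yy1 carries a degron tag, and the small molecule dTAG-13 recruits a ubiquitin ligase to the tag and so removes the YY1 protein, a zinc finger transcription factor. Clone aF1 comes from the iXist-ChrX-Dom line, in which the 129 chromosome becomes the inactive X (Xi) and the CAST chromosome stays active (Xa). Its X carries CAST sequence on both copies beyond the Xist locus, so alleles can be told apart only on the part before Xist. Clone cC3 comes from the iXist-ChrX-Cast line, in which Xi is the CAST chromosome and the whole X can be read.

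Each clone was sampled at day 0, day 2 and day 6 of Xist induction, as control or after 52 h with 100 nM dTAG-13. Groups were taken from the labels and hold 2 libraries each, replicate 1 from clone aF1 and replicate 2 from clone cC3, so replicates are separate cultures of different lines. The numbers pair libraries because each number marks a cell line. Deviations from the group means also paired: the lowest correlation between libraries of the same clone was 0.461, and the highest between libraries of different clones was -0.461. With 2 libraries per group these values mirror each other, so they describe the pairing and do not test it. The clone was therefore a term in every model that held both clones, following the study's practice of looking at each line. No pair of libraries agreed within sampling noise: over the 66 pairs the lowest chi-square per degree of freedom of the gene counts was 14.9.

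The authors removed ribosomal RNA reads with Bowtie2 2.3.5.1 and aligned the remainder with STAR 2.5.2b to the mm10 genome masked at strain-specific positions, keeping unique alignments. They assigned reads to CAST or 129 with SNPsplit. The deposited counts are whole-number counts of read pairs per gene from featureCounts, over whole gene bodies and with strand, given for all reads, for CAST reads and for 129 reads, and they were not normalised by the authors. Counting over gene bodies gives long genes with long introns more reads, and counting with strand keeps Xist apart from its antisense partner Tsix. Keeping unique alignments removes reads that near-identical copies share, so values of genes such as Pramel6 and Pramel7 are uncertain. Masking reduces the advantage of the reference strain in alignment, but a gene with few strain-specific positions keeps a coarse allelic ratio. A slight lean to 129 remained in both clones. In day 0 control cells the median share of Xi reads was 0.515 in aF1, where Xi is 129, and 0.466 in cC3, where Xi is CAST. The authors' allelic ratio tables hold, for each X-linked gene and library, the fraction of allelic reads from Xi, Xi/(Xi + Xa), for genes that passed filters in earlier time courses of the parental lines. The authors' allelic fold change tables hold log2 fold changes of dTAG-13 over control for Xi and for Xa, after scaling to the library. Both kinds of table were recomputed from the deposited allelic counts and matched within 5.3e-15.

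Total counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalisation, filterByExpr and Benjamini-Hochberg adjustment. A gene was called at an adjusted p below 0.01 and a fold change above 1.5 in either direction, the thresholds of the study's methods. The effect of dTAG-13 was fitted over all 12 libraries with clone and day as terms. It was also fitted in each clone alone, at each day, as the difference between induced cells and day 0, and as the difference between clones. Xist induction was tested as control day 2 or day 6 against control day 0. Mean CPM values for dTAG-13 against control are scaled to the TMM-normalised library size. Values in rpm, and CPM values of fibroblast genes by clone and day, are scaled to the library total. The log2 CPM values carry a prior count of 2, and SE is the standard error from the model. limma 3.58.1 tested allelic ratios, with calls at an adjusted p below 0.05, over the 235 genes with a ratio in both clones and within each clone. Medians over genes were compared by a two-sided exact sign-flip permutation test over the 4 induced clone-by-day pairs, whose smallest possible p is 0.13. DESeq2 1.42.0 was the other tool for counts, and figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

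Gene lists were tested with camera in limma at a preset inter-gene correlation of 0.01, adjusted over the 55 lists with at least 3 tested members, and again with an estimated correlation and with fry. There were 25 textbook lists, covering pluripotency, formative and primed state, primitive streak, primitive endoderm, neural, trophoblast, 2-cell-like state, p53 targets, integrated stress response, fibroblast feeder cells, the INO80 complex, polycomb proteins, Xist silencing cofactors, the X-inactivation centre, imprinted genes, G2/M, DNA replication, interferon response, cholesterol synthesis, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, nuclear genes of oxidative phosphorylation, proteasome, replication-dependent histones and Hox genes. The other 30 lists were the study's classes of X-linked genes, 15 per parental line, by YY1 binding, silencing rate, distance to Xist, initial expression, SmcHD1 dependence and escape in fibroblasts. These classes rest on ChIP-seq and time courses outside the 12 libraries. Clustered protocadherins had 1 tested gene of 59 annotated and mitochondrially encoded genes had 0 annotated genes, so neither list was tested.

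Genes named in the text follow a rule. For dTAG-13 over all libraries they are the 10 largest rises and the 10 largest falls among called genes with a mean log2 CPM of at least 1 and the same direction in all 6 clone-by-day pairs, leaving out symbols of predicted genes (Gm or LOC with digits, or ending in Rik). Up to 4 called members with the smallest p were added for each list, and Yy1, Yy2, Zfp42, Xist, Tsix, Hcfc1 and Ogt were always named. For induction they are the 5 largest X-linked falls and the 5 largest autosomal changes in each direction. For allelic ratios they are the 10 largest falls and 5 largest rises among called genes with the same direction in all 4 induced pairs, and in clone cC3 the 5 largest mean falls beyond Xist among genes lower at both days. The lists, tests, thresholds, naming rule and most alternatives were chosen before the data were examined. Alternatives added later, such as leaving out the 4 day 6 libraries, are named as such in the closing section.

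Total counts per library ran from 15760635 to 24407014, and 47.3% to 48.5% of counts were allelic. Wilson 95% intervals given for shares of reads cover counting error only. The tests were checked on simulated counts with 200 changed genes. Over all 12 libraries edgeR recovered 37.9% of genes changed 1.5-fold, 97.1% of those changed 2-fold and 98.5% of those changed 4-fold, with 0 false calls among 14610 simulated genes. In the simulation of clone aF1 the shares were 12.5%, 63.2% and 95.6% with 1 false call among 14216 genes. In that of clone cC3 they were 13.1%, 48.4% and 90.9% with 1 false call among 14025 genes. For the day 0 contrast they were 17.1%, 71.4% and 88.1%, and for the difference between clones 21.7%, 80.8% and 91.0%, each with 0 false calls. For allelic ratios over 235 genes, limma recovered 56.0% of simulated rises of 0.1 and 97.1% of rises of 0.2, with 3 false calls. No falls were simulated, so these shares do not measure how well falls toward 0 are recovered. In the simulated list test the shifted list was recovered and the unshifted list was not called. Simulated genes varied independently, so this does not check the preset correlation of 0.01. In the real data the estimated correlation reached 0.619, for the cytosolic ribosomal proteins.

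The alternatives were size factors of DESeq2 in edgeR, no filter on low counts, the DESeq2 test, an adjusted p below 0.05 with no fold threshold, leaving out each library in turn, leaving the clone out of the model, the 6 clone-by-day pairs as blocks, day as a term within a clone, and leaving out X-linked genes. For allelic ratios they were the log2 odds scale with an offset of 0.01, genes with a ratio between 0.2 and 0.8 in both day 0 libraries, an intensity trend in limma, means in place of medians, genes of 1 expression class, and fold changes recomputed with a pseudocount of 0.5.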

Results

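ChrRNA-seq was collected from mESC clones aF1 and cC3 at day 0, day 2 and day 6 of Xist induction, with YY1 present (control) or degraded by 52 h of dTAG-13. This gave 12 libraries in 6 groups of 2, with 1 library of each clone per group. The counts cover 22556 genes, of which 908 are X-linked, and 17653 to 18126 genes were detected per library. Totals ranged from 15760635 counts (cC3, dTAG-13, day 0) to 24407014 counts (cC3, dTAG-13, day 6). X-linked genes took 5.54% to 5.92% of counts at day 0 and 3.78% to 4.29% after induction. Allelic ratios covered 246 genes in aF1, 399 genes in cC3 and 235 genes in both. A median of 132.5 to 327 allelic reads per gene and library lay behind them.

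The targeted gene came first. Yy1 (mm10, chromosome 12, 108793310 to 108816632) had 246 to 316 rpm in the 6 control libraries and 247 to 296 rpm in the 6 dTAG-13 libraries. Its log2 fold change was -0.09 (SE 0.05, n = 6 libraries per arm, edgeR adjusted p = 0.163). The degron acts on the YY1 protein, which these libraries do not measure, so Yy1 RNA does not check the treatment labels. Yy2, an X-linked retrogene related to Yy1 (X, 157566118 to 157568985), had 0 counts in all 12 libraries. Whether its RNA was absent or its reads were lost in counting was not tested. Zfp42, a pluripotency marker gene of the same zinc finger family (chromosome 8, 43295066 to 43307009), was lower with a log2 fold change of -0.44 (SE 0.06, adjusted p = 7.85e-05), below the fold threshold.

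The first question was which transcripts changed when YY1 was degraded. With dTAG-13 more genes fell than rose by over 1.5-fold. All libraries came from tagged clones, so effects of the compound itself cannot be told apart from loss of YY1. The paper stated that at 52 h it could not separate direct regulation by YY1 from indirect effects. Kcnma1, which encodes a calcium-activated potassium channel (chromosome 14, 23298693 to 24004205), fell from a mean of 156 to 9.95 CPM, a log2 fold change of -3.87 (SE 0.22, n = 6 libraries per arm). Rora, a nuclear receptor gene (chromosome 9, 68653785 to 69388246), fell from 429 to 71.0 CPM, log2 -2.61 (SE 0.10). The kinase gene Prkcb fell from 63.3 to 8.85 CPM, and Pkhd1, mutated in polycystic kidney disease, fell by 2.85 on the log2 scale (SE 0.35). The other large falls were the prohormone convertase gene Pcsk1 (log2 -3.15, SE 0.24), Frmd7 (-2.99, SE 0.53), Nyap2 (-2.77, SE 0.25), Clca2 (-2.72, SE 0.34), Iqub (-2.68, SE 0.25) and Sobp (-2.65, SE 0.09). Among rises, Lrrc41 (chromosome 4, 116075464 to 116097043) rose to 42.8 CPM, log2 1.72 (SE 0.06), and Alg12, a mannosyltransferase of N-glycan assembly (chromosome 15, 88805242 to 88819318), went from 8.86 to 33.9 CPM, log2 1.91 (SE 0.10). Pparg, a nuclear receptor of fat cell formation (chromosome 6, 115361220 to 115490401), rose from 2.83 to 12.8 CPM, log2 2.02 (SE 0.32). The cytokine receptor kinase gene Jak3 rose from 5.58 to 16.1 CPM. Plac1 (log2 1.87, SE 0.34), Nxf7 (1.66, SE 0.29), the mucin gene Muc19 (1.53, SE 0.17), the iodide transporter gene Slc5a5 (1.50, SE 0.13), Cyb5d2 (1.49, SE 0.13) and the choline dehydrogenase gene Chdh (1.43, SE 0.16) completed the largest rises.

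Over all 12 libraries edgeR called 1884 of 14802 genes, 1334 lower and 550 higher with dTAG-13. At an adjusted p below 0.05 with no fold threshold the directions were near even, with 3588 genes lower and 3378 higher. Adjusted p was 1.87e-08 for Kcnma1, 6.58e-10 for Rora, 2.14e-10 for Lrrc41 and 0.000155 for Pparg. These 20 genes moved the same way in 6 of 6 clone-by-day pairs, as the naming rule requires. Of 543 X-linked genes, 85 fell and 23 rose, and the median X-linked log2 fold change was -0.12. Of 14258 autosomal genes, 1249 fell and 527 rose. Without the clone as a term in the model 1093 genes were called, 800 lower and 293 higher. Without the day 6 libraries, a setting chosen after seeing the data, 1486 were called, 1353 of them among the 1884.

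**Figure D1:**
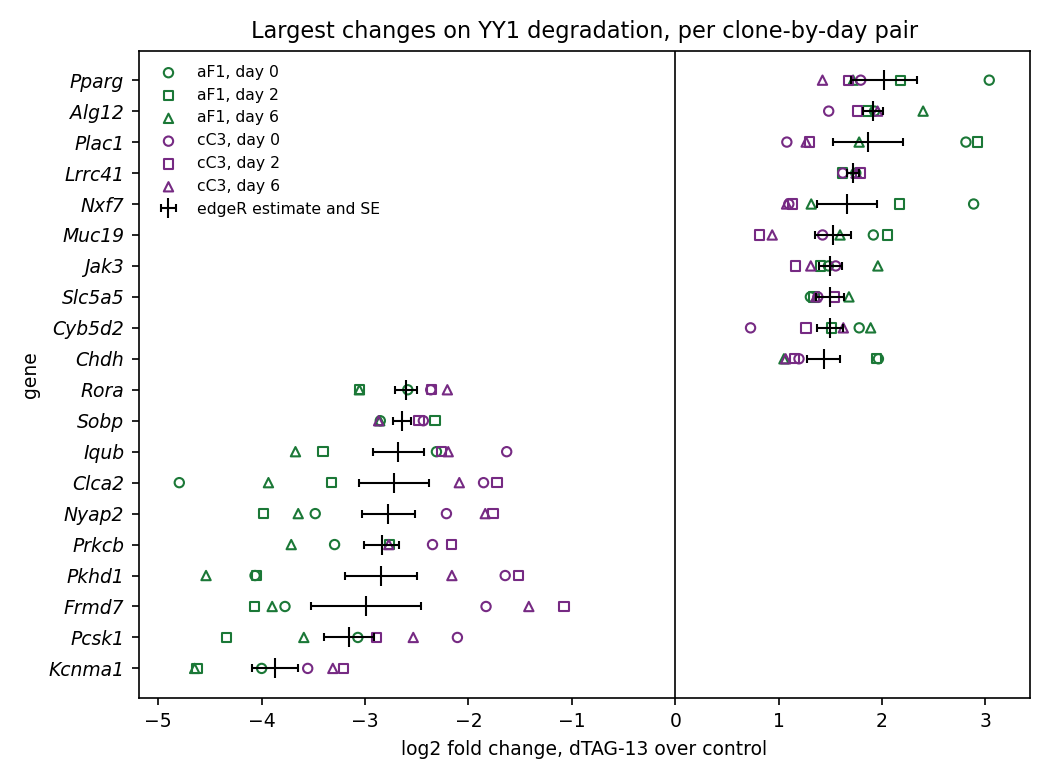
Log2 fold change of dTAG-13 over control (x axis) for the 10 largest rises and 10 largest falls (y axis). Open symbols are the 6 clone-by-day pairs, black marks the edgeR estimate with its SE, from 2.02 for Pparg to -3.87 for Kcnma1, and every symbol of a gene lies on the same side of 0.

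Genes of the pluripotent state and of early lineages were compared as lists. Of 22 pluripotency genes, 5 fell and 1 rose. Klf5 (log2 -0.85, SE 0.05) and Tfcp2l1 (-0.66, SE 0.05), both factors of the naive state, fell with the growth factor gene Fgf4 (-0.61, SE 0.09), whereas Dppa3, a germline and naive-state gene, rose (0.73, SE 0.12). The list was lower as a group by camera (adjusted p = 0.0353, median log2 -0.35; adjusted p = 0.727 with an estimated correlation). Of 6 trophoblast genes, 4 rose: Plac1, the keratin genes Krt8 (1.24) and Krt18 (1.33), and Gata3 (0.66), with adjusted p = 0.126 for the list. Of 4 neural genes, Pax6 rose (1.19; list adjusted p = 0.210). Of 13 genes of the formative and primed state, Zic2 (-0.66) and Zic5 (-0.79) fell (list adjusted p = 0.160). Of 6 primitive streak genes, Lefty2 (-0.89) and T (-0.80, lower in 5 of 6 pairs) fell (list adjusted p = 0.210). Of 11 genes of the 2-cell-like state, Zfp352 (-1.60), Tcstv3 (-1.64) and Usp17lc (-0.98) fell, though reads of the last pair may be shared with close copies (list adjusted p = 0.210). None of 11 primitive endoderm genes (adjusted p = 0.914) or 3 Hox genes (adjusted p = 0.471) was called.

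Stress, protein turnover and growth genes gave a further 3 textbook calls. Of 18 genes of the integrated stress response, 7 fell and 0 rose, among them the asparagine synthetase gene Asns (log2 -0.62, SE 0.05), the stress regulator Nupr1 (-1.82), the mitochondrial folate enzyme gene Aldh1l2 (-1.23) and the lipoprotein receptor gene Vldlr (-1.47). The list was lower (camera adjusted p = 0.00362, median -0.47; adjusted p = 0.727 with an estimated correlation). The 35 proteasome genes were higher as a group (adjusted p = 0.0261, median 0.18; adjusted p = 0.727 with an estimated correlation), with no member called. The 57 replication-dependent histone genes were also higher as a group (adjusted p = 0.0353, median 0.26; adjusted p = 0.727 with an estimated correlation), although the called member, Hist2h2be, fell (-0.91). No histone gene was called when adjusted over the list alone. Of 21 p53 targets, Plk3 rose (0.84; list adjusted p = 0.324). Of 19 DNA replication genes, Ccne2 rose (0.66; adjusted p = 0.170), and none of 18 G2/M genes was called (adjusted p = 0.430). Of 79 nuclear genes of oxidative phosphorylation, 5 fell, including Ndufaf6 (-1.86), Ndufb11 (-0.99), Ndufa5 (-0.87) and Ndufc1 (-0.84), with adjusted p = 0.117 for the list. Of 77 mitochondrial ribosomal protein genes, Mrpl42 fell (-0.74) and Mrps33 rose (0.65; adjusted p = 0.872). None of 76 cytosolic ribosomal protein genes (adjusted p = 0.126) or 16 genes of cholesterol synthesis (adjusted p = 0.259) was called, and of 9 interferon response genes Xaf1 fell (-1.78; adjusted p = 0.431).

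Among chromatin and dosage lists camera called no group. The fry test in limma asks whether a list's genes move one way on balance, without comparing them with other genes. It called 37 of all 55 lists, including 4 of these: INO80 (adjusted p = 0.00375) and the Xist silencing cofactors (0.00375) as higher, polycomb (0.00606) as lower and imprinted genes (0.0197) as higher. INO80 is a remodelling complex that contains YY1, and of its 13 tested genes Actr5 fell (log2 -1.34) while Ino80b rose (0.85; list adjusted p = 0.112). Of 27 polycomb genes, Phc3 (-0.80), Ring1 (-0.70), Bmi1 (-0.67) and Phf19 (-0.64) fell (adjusted p = 0.471). Of 17 Xist silencing cofactors, Mettl3 fell (-0.59; adjusted p = 0.210), and of 9 genes of the X-inactivation centre the non-coding RNA Jpx fell (-1.04; adjusted p = 0.324). Of 26 imprinted genes, 6 rose, among them Peg10 (0.99), Sgce (0.70) and Impact (0.59), and 5 fell, among them Rian (-1.06; adjusted p = 0.483). Of 16 genes of fibroblasts, the feeder cell type on which mESCs are grown, Fbn1 fell (-0.74; adjusted p = 0.752). The textbook lists gave the same counts of calls adjusted over the list alone, except for the histone genes.

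Of the study's 30 classes of X-linked genes, camera called 9 lower, and 0 with an estimated correlation. YY1 target genes, bound by YY1 in separate ChIP-seq, included Ogt, the glycosyltransferase gene (X, 101640050 to 101684351), which fell from 589 to 327 CPM, log2 -0.86 (SE 0.06, adjusted p = 1.36e-07). Scml2 (-1.64), Mtmr1 (-1.48) and Eif1ax (-1.26) fell as well. Of the 64 YY1 targets of the Cast line 16 fell and 1 rose (camera adjusted p = 0.000132, median -0.32), and of the 42 of the Dom line 10 fell and 1 rose (adjusted p = 0.00421, median -0.27); each had adjusted p = 0.727 with an estimated correlation. Other classes called lower were high expression (Dom adjusted p = 0.00900, Cast 0.00421), intermediate distance to Xist (Dom 0.00362, Cast 0.0353), slow silencing in Dom (0.0261), intermediate silencing in Cast (0.0353) and independence of SmcHD1 in Cast (0.0343), again each with adjusted p = 0.727 with an estimated correlation. Over all 30 classes adjusted p ran from 0.000132 to 0.972 and 28 of 30 medians lay below 0. Signs differed without a call in both SmcHD1-dependent classes, whose medians lay above 0 and whose camera direction was down (adjusted p = 0.972 each), and in the Cast class of genes escaping in fibroblasts, down with camera (0.959) and up with fry (0.659). Adjusted over the list alone, 4 classes of the Cast line gained 1 lower gene each: 20 against 19 in the SmcHD1-independent class, 30 against 29 at intermediate distance, 25 against 24 at low expression and 47 against 46 among genes not bound by YY1. Hcfc1, a YY1 target that encodes a cell cycle regulator (X, 73942791 to 73966357), had log2 0.17 (SE 0.08, adjusted p = 0.116) over all days. At day 0 Hcfc1 stood at 0.53 (SE 0.10, adjusted p = 0.00486), a 1.44-fold difference below the fold threshold, against 0.00 at day 2 and -0.03 at day 6.

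Each clone was then taken alone, as in the study. In aF1 885 of 14380 genes were called, 656 lower and 229 higher, and in cC3 127 of 14195, 114 lower and 13 higher. Kcnma1, Rora and Lrrc41 moved the same way in both. Among 13970 genes tested in both clones, 100 fell in both against 5.26 expected for independent lists, 10 rose in both against 0.208 expected, and 0 were called in opposite directions by edgeR. Of the aF1 calls, 99.1% had the same sign in cC3. Log2 fold changes correlated across genes, which are not independent replicates, with Pearson's r 0.727 and Spearman's rho 0.686. The clone-by-treatment test called 148 genes. With day as a term, which pairs control and dTAG-13 within a clone, edgeR called 2417 genes in aF1 and 1417 in cC3. Without the day 6 libraries aF1 gave 182 genes and cC3 0 in edgeR, against 838 cC3 genes at an adjusted p below 0.05 and 660 calls by DESeq2 over all days. In aF1 the count was 456 without the day 0 control, 179 without the day 2 control, 465 without the day 6 control, 143 without the day 2 dTAG-13 library and 495 without the day 6 one. In cC3 it was 27, 3 and 31 without the day 0, 2 and 6 controls, and 34, 1 and 37 without the dTAG-13 libraries of those days.

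The days were compared next, because Xist was not induced at day 0. At day 2 YY1 was removed before induction, and at day 6 it was removed once silencing was advanced. Some Xist RNA was present at day 0, with 145 rpm in aF1 and 415 rpm in cC3 control cells. Ogt fell at every day, with log2 -0.76 (SE 0.11) at day 0, -0.87 (SE 0.11) at day 2 and -0.94 (SE 0.11) at day 6 (n = 2 libraries per arm, edgeR adjusted p of 0.00176, 0.000887 and 0.000472). Zfp42 and Tsix were not called at any of the days. edgeR called 629 of 15051 genes at day 0 (471 lower, 158 higher), 491 at day 2 (406 lower, 85 higher) and 721 at day 6 (546 lower, 175 higher). X-linked calls were 22 lower and 6 higher at day 0, 18 and 1 at day 2, and 27 and 0 at day 6. The difference between the effect in induced cells and at day 0 gave 0 calls in edgeR, with 363 genes at an unadjusted p under 0.05, 19 of them X-linked, and 0 calls in DESeq2. Leaving the clone out of the model left 32, 34 and 24 calls at days 0, 2 and 6. Single libraries moved the counts too: day 0 gave 125 and 159 without the control of aF1 and of cC3 and 198 without the aF1 dTAG-13 library, day 2 gave 71, 238, 32 and 75 without the control of aF1, the control of cC3, and the dTAG-13 library of aF1 and of cC3, and day 6 gave 191, 276, 175 and 419 in the same order.

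Xist induction without dTAG-13 was compared with day 0 in control cells. No library had doxycycline without Xist induction. For autosomal genes, at day 2 and at day 6, effects of Xist, doxycycline and culture time therefore cannot be told apart. At day 2 Xist (X, 103460372 to 103483233) rose 18.0-fold (log2 4.17, SE 0.40, n = 2 libraries per arm, edgeR adjusted p = 0.00125), and 74 of 561 X-linked genes fell while 1, Xist, rose. The largest X-linked falls were Ap1s2 (log2 -1.88, SE 0.21), the testis protease gene Usp26 (-1.81, SE 0.26), Zfp300 (-1.51), the properdin gene Cfp (-1.33) and Gpr173 (-1.33). The median X-linked change was -0.73. On autosomes 5 genes rose, led by the NADPH oxidase gene Duox1 (12.9-fold, log2 3.69, SE 0.22, adjusted p = 2.45e-05) and followed by Gcnt1 (1.14), Ddah1 (0.86), Sgk3 (0.72) and Farp1 (0.71). Another 8 fell, including Trpm1 (-1.83), Kirrel3 (-1.58), Dock2 (-1.11), the nuclear RNA Neat1 (-1.08, SE 0.10) and Serpinb6c (-1.01). The X-linked falls numbered 0 without the day 0 control of aF1 or of cC3, 3 and 0 without the day 2 control of aF1 and of cC3, 34 without either day 2 dTAG-13 library, 135 and 134 without the day 0 dTAG-13 library of aF1 and of cC3, and 0 without the clone as a term. In the full model 433 of the 561 X-linked genes had an unadjusted p under 0.05, and DESeq2 called 196 of them lower.

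At day 6 of induction 198 X-linked genes fell and Xist stood 12.5-fold above day 0 (log2 3.65, SE 0.39, adjusted p = 0.000372). The largest X-linked falls were Nxf3 (log2 -2.95, SE 0.29), Ap1s2 (-2.43, SE 0.21), Dgkk (-2.31), Usp26 (-2.07) and Tenm1 (-2.07), and Tsix, the antisense repressor of Xist (X, 103431516 to 103484957), fell by 1.08 on the log2 scale (SE 0.15, adjusted p = 0.00117). On autosomes 175 genes rose and 205 fell. Duox1 (8.75-fold, log2 3.13, SE 0.23) led the rises, with Sdpr (2.59, SE 0.48), the collagen gene Col1a2 (2.28, SE 0.28), Themis (2.26) and Myo3a (2.11). Pramel6 (-3.95, SE 0.74), Tmem132d (-3.20, SE 0.38), Pramel7 (-2.85), Cacna1e (-2.57) and Ntrk3 (-2.40) led the falls, and Pramel6 and Pramel7 belong to a family of close copies. Some markers of fibroblasts were higher too, with 10 of 20 listed genes above day 0 in all 4 pairs of a clone and treatment. In control cells Col1a2 went from 1.84 to 7.88 CPM in aF1 and from 0.849 to 5.35 CPM in cC3, and Col5a2 from 4.49 to 17.9 and from 14.0 to 25.8 CPM, whereas Fstl1, an abundant marker, went from 52.2 to 43.2 and from 41.3 to 36.7 CPM. In aF1 the share of 129 reads on the X beyond 107 Mb, where both copies are CAST, was 1.79% at day 6 in control against 0.702% to 0.893% at days 0 and 2. X-linked falls numbered 61 and 68 without the day 0 control of aF1 and of cC3, 36 and 77 without the day 6 control of aF1 and of cC3, and 0 without the clone as a term, where the full model had 439 X-linked genes at an unadjusted p under 0.05.

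Xist RNA was compared between dTAG-13 and control cells after induction. It was higher with dTAG-13 in 4 of 4 induced pairs. In aF1 Xist went from 5400 to 7981 rpm at day 2 and from 3776 to 6327 rpm at day 6, and in cC3 from 4736 to 5954 rpm and from 3478 to 5238 rpm. The mean log2 change was 0.55 (SE 0.25), or 1.47-fold, with an edgeR p adjusted over all genes of 0.105, so Xist was not called. The error rested on the day 0 controls: without that of either clone log2 was 0.54 (SE 0.10), below the fold threshold, and the unadjusted edgeR p was 0.000269, against 0.0438 over all libraries. By day the values were -0.06 at day 0, 0.44 at day 2 and 0.67 at day 6 (adjusted p of 0.938, 0.437 and 0.212). The day 0 value averages opposite changes. Before induction Xist went from 145 to 254 rpm in aF1 (log2 0.77) and from 415 to 302 rpm in cC3 (log2 -0.53). In aF1 the log2 change was 0.51 at day 2 and 0.71 at day 6, so a rise was present there before induction. Over all 12 libraries the change was 0.36 (SE 0.20, adjusted p = 0.155), and Tsix had -0.34 (SE 0.09, adjusted p = 0.00465), below the fold threshold.

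**Figure D2:**
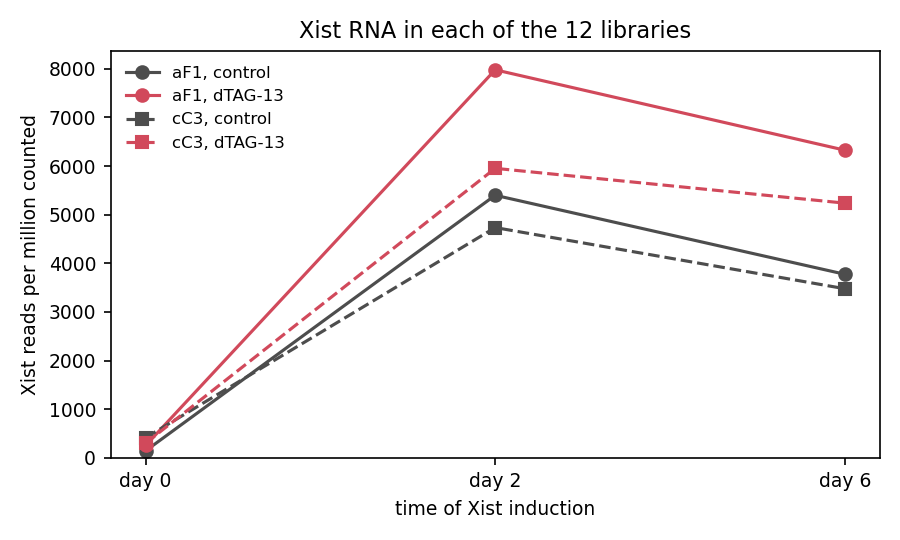
Xist reads in rpm of counted reads (y axis) at each day of Xist induction (x axis), 1 point per library, with lines joining libraries of the same clone and treatment. At days 2 and 6 the dTAG-13 points, 5238 to 7981 rpm, lie above the control of the same clone and day.

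Silencing itself was read from the allelic ratio, Xi/(Xi + Xa), which is 0.5 when both alleles contribute alike and 0 when Xi is silent. Before induction the median ratio was 0.515 in control and 0.500 in dTAG-13 cells of aF1, and 0.466 and 0.460 in cC3. After induction X-linked genes had lower ratios where YY1 was degraded. In aF1 the median went from 0.167 to 0.107 at day 2 and from 0.133 to 0.0959 at day 6, and in cC3 from 0.143 to 0.12 and from 0.0903 to 0.0496. Gene by gene the ratio was lower with dTAG-13 for 198 and 177 of 246 genes in aF1 at days 2 and 6, and for 288 and 307 of 399 genes in cC3. At day 0 it was lower for 141 of 246 and 194 of 399. The median difference over genes was -0.0508 and -0.0303 in aF1 and -0.0244 and -0.0284 in cC3 at days 2 and 6, against -0.00631 and 0.00097 at day 0. The 4 induced pairs gave a mean of -0.0334 (SD 0.0118, n = 4), and the two-sided exact sign-flip test gave p = 0.13, the smallest that 4 pairs allow.

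**Figure D3:**
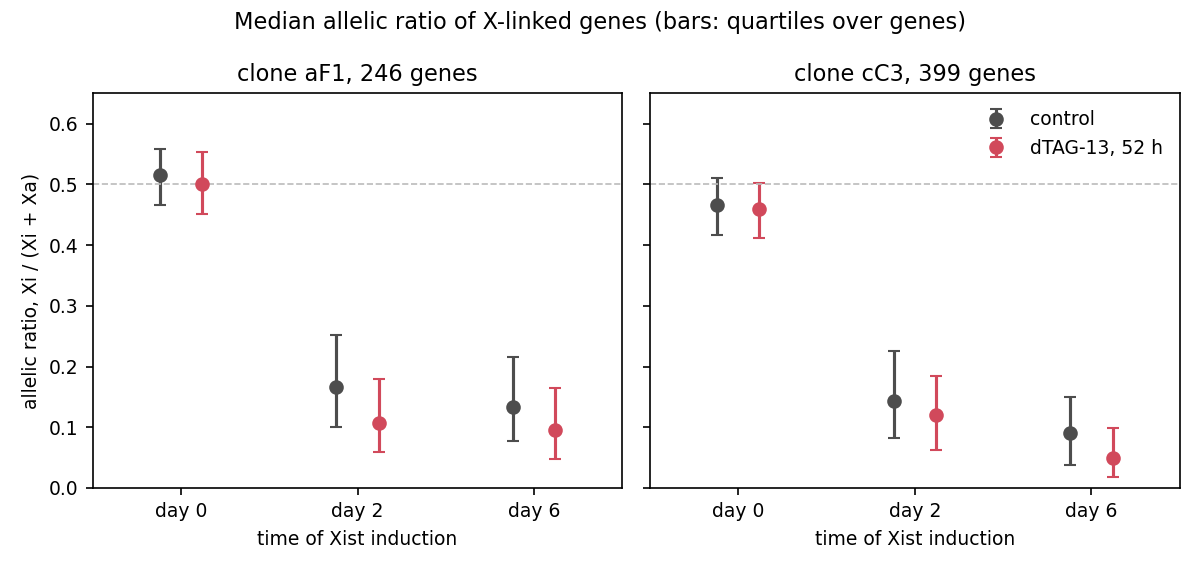
Median allelic ratio over the X-linked genes of each library (y axis) by day of Xist induction (x axis), for control and dTAG-13 in clone aF1 (246 genes) and clone cC3 (399 genes). Bars span the quartiles over genes and the dashed line marks 0.5; at day 6 the medians were 0.133 and 0.0959 in aF1 and 0.0903 and 0.0496 in cC3.

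Single genes were called lower by limma, a separate test. Brcc3, a deubiquitinase gene (X, 75416627 to 75455701), fell from a mean ratio of 0.247 to 0.0949 over induced libraries, a difference of -0.152 (SE 0.0249, n = 4 pairs, limma adjusted p = 0.0216). Ogt fell from 0.316 to 0.190 (difference -0.126, SE 0.0206, adjusted p = 0.0216), Idh3g, of the citric acid cycle, from 0.317 to 0.195, and Hcfc1 from 0.212 to 0.0884 (adjusted p = 0.0246). Mecp2, the methyl-CpG binding protein gene (X, 74026823 to 74085636), fell from 0.220 to 0.113, and the RNA-binding protein gene Rbm10 from 0.221 to 0.0937. Fundc1, a mitophagy receptor gene (X, 17556568 to 17572297), fell from 0.307 to 0.174 (difference -0.133, SE 0.0285, adjusted p = 0.0383), and Upf3b, Elk1 and Vbp1 changed by -0.113, -0.106 and -0.104. Apart from Fundc1 and Elk1, these 10 genes are YY1 targets, and all were lower in 4 of 4 induced pairs. On the separate alleles, Hcfc1 in aF1 had 13.9 rpm in control and 4.38 rpm with dTAG-13 from Xi at day 2, with 54.5 and 57.9 rpm from Xa, and in cC3 17.6 and 10.7 rpm from Xi with 50.0 and 63.9 rpm from Xa. Ogt was lower on both alleles: at day 6 of aF1 it had 35.4 and 10.2 rpm from Xi and 98.4 and 61.0 rpm from Xa.

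Of the 235 genes with a ratio in both clones, limma called 11 lower and 0 higher in induced cells, with 47 at an unadjusted p under 0.05. The mean difference was below 0 for 204 of the 235. At day 0 limma called 0 genes with 7 at an unadjusted p under 0.05, and the difference between induced cells and day 0 gave 0 with 17. At day 2 and day 6 alone it called 0 with 30 and 21 at an unadjusted p under 0.05, and within aF1 and cC3 alone 0 with 48 and 72. A count test of Xi against Xa reads in edgeR called 48 of the 235 lower and 0 higher in induced cells, including all 11, and 0 at day 0. The limma count fell to 0 without any of 7 of the 8 induced libraries (all but the day 2 dTAG-13 library of cC3, without which it was 8) and without the clone as a term.

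Whether the ratio moved through Xi or Xa was read from the authors' deposited table of allelic fold changes. In induced cells the change lay on Xi. In aF1 the median log2 fold change was -0.68 on Xi and -0.06 on Xa at day 2, and -0.50 and -0.03 at day 6, in the authors' deposited table. In cC3 the same table gave -0.36 and 0.01 at day 2, and -0.79 and -0.07 at day 6. At day 0 the medians were -0.08 on Xi and -0.02 on Xa in aF1, and -0.02 and -0.01 in cC3. Finite values were present for 219 genes in aF1 and 329 in cC3. Over the 4 induced pairs the medians averaged -0.58 (SD 0.19) on Xi and -0.04 (SD 0.04) on Xa, and their difference averaged -0.54 (SD 0.15). The exact sign-flip test gave p = 0.13 for the difference, the smallest that 4 pairs allow, and p = 0.25 for Xa alone.

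**Figure D4:**
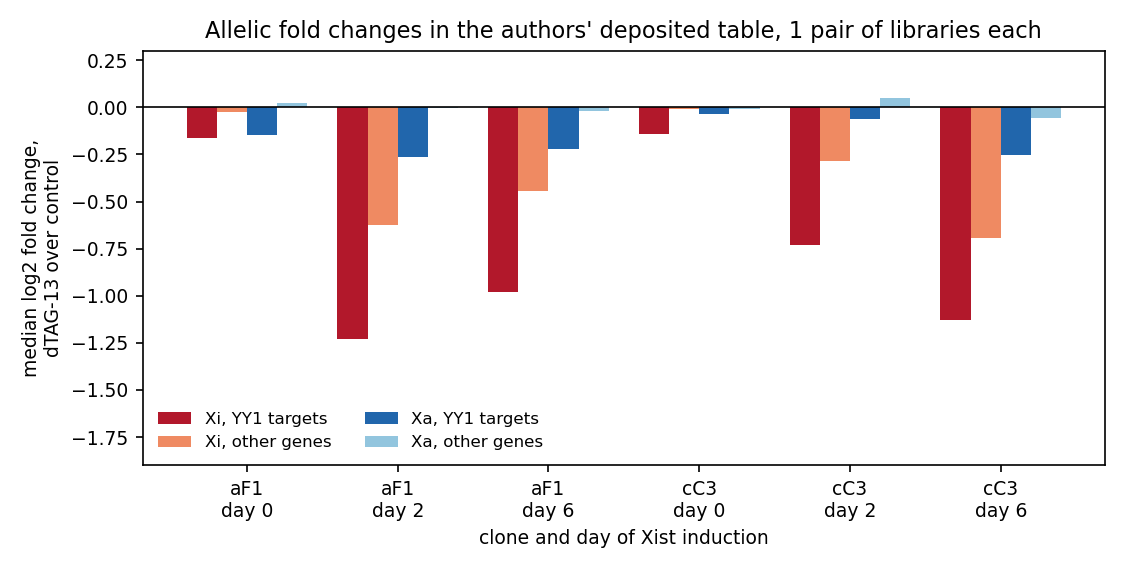
Median log2 fold change of dTAG-13 over control in the authors' deposited table (y axis) for each clone and day (x axis), split by allele and by YY1 target status, each bar resting on 1 pair of libraries. The lowest bars are Xi of YY1 targets, -1.23 and -0.98 in aF1 and -0.73 and -1.13 in cC3 at days 2 and 6.

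YY1 target genes were set against the other X-linked genes. In the authors' deposited table the Xi medians at day 2 were -1.23 for targets and -0.63 for other genes in aF1, and -0.73 and -0.28 in cC3. At day 6 they were -0.98 and -0.45 in aF1, and -1.13 and -0.70 in cC3. On Xa the target medians were -0.26 and -0.22 in aF1 and -0.06 and -0.25 in cC3, and at day 0 the targets stood at -0.16 on Xi and -0.15 on Xa in aF1 and at -0.14 and -0.04 in cC3. The allelic ratio of targets also changed more: the median difference was -0.0763 against -0.0465 (aF1, day 2), -0.0600 against -0.0252 (aF1, day 6), -0.0606 against -0.0195 (cC3, day 2) and -0.0548 against -0.0257 (cC3, day 6). These 4 gaps averaged -0.0337 (SD 0.00553, n = 4 pairs, exact p = 0.13, the smallest possible). Against 10000 random lists matched on mean expression, the target medians lay at percentiles 0.32, 0.02, 0 and 0.03. Matched instead on the control ratio of the same library, they lay at percentiles 16.4, 3.41, 0.03 and 21.7. Over the shared genes the medians were -0.0638 for targets and -0.0285 for others (camera in limma, p = 1.72e-06), but p = 0.0768 with an estimated correlation of 0.164, and at day 0 p = 0.920. On the log2 odds scale the targets changed by -0.94 against -0.58 and -0.71 against -0.43 in aF1, and by -0.53 against -0.25 and -0.88 against -0.52 in cC3 (camera p = 3.81e-05, p = 0.12 with an estimated correlation). In control cells the targets kept higher ratios, 0.230 against 0.155 in aF1 and 0.211 against 0.129 in cC3 at day 2.

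By camera 6 of the study's other classes differed from the rest in how far the ratio fell, but 2 of 34 regroupings of the induced libraries, the real one included, gave as many classes. Fast-silencing genes had a median difference of -0.0201 against -0.0442 for the rest (camera adjusted p = 0.00127), and slow-silencing genes -0.0515 against -0.0275 (adjusted p = 0.00260). Genes of low expression (adjusted p = 0.00137) and at intermediate distance to Xist (0.00260) changed less than others, and genes of high expression (0.0311, medians -0.0371 and -0.0319) and partially dependent on SmcHD1 (0.00260) changed more. With an estimated correlation the adjusted p was 0.430 to 0.735 for these 6 classes. Intermediate silencing (0.462), near to Xist (0.462), far from Xist (0.152), medium expression (0.281), SmcHD1-dependent (0.980) and SmcHD1-independent genes (0.0602) were not called. The scale matters here, because control ratios were 0.0754 in fast and 0.219 in slow genes: on the log2 odds scale camera called 3 classes, low expression (adjusted p = 0.00351), high expression (0.0282) and partial dependence on SmcHD1 (0.0194). Fast silencing (-0.55 against -0.56 for the rest, adjusted p = 0.251), intermediate distance (0.251) and slow silencing (0.434) were not called there. The slow class changed by -0.48 against -0.57 for the rest, so its median turned. The medians of the high expression class (-0.53 against -0.56) and of the partially dependent class (-0.50 against -0.56) turned too, though camera called both lower.

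Beyond Xist only cC3 can be read. Its 159 genes there had a median difference of -0.0240, against -0.0281 for its 239 genes before Xist, and 91 of the 159 were lower at both induced days. The largest mean differences were at Arxes2 (-0.186), Mid2 (-0.185), Bex2 (-0.174), Ap1s2 (-0.153) and Trappc2 (-0.149). Ap1s2 rested on a mean of 220 allelic reads per library, and the others on 8 to 41.8. limma called 0 of the 159, with adjusted p of 0.271 for the first 4 of these genes and 0.315 for Trappc2; 72 of all 399 cC3 genes had an unadjusted p under 0.05.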

Values the study reported

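The study treated cells with 100 nM dTAG-13 for 52 h and collected ChrRNA-seq libraries at days 0, 2 and 6 of Xist induction. It stated that cells stay viable without YY1 for 3–5 days. In its allelic fold change analysis the study kept 219 of 246 genes for clone aF1 and 329 of 399 genes for clone cC3.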

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

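The tests of explanations in this part were chosen after the results were seen, except for the regroupings of libraries, which were planned.

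The response to dTAG-13 differed between the clones. The clone-by-treatment test in edgeR called 148 genes, 118 with a higher and 30 with a lower log2 fold change in cC3 than in aF1. Among the named genes, Pkhd1 changed by -4.23 in aF1 and -1.76 in cC3 (difference 2.46, adjusted p = 1.02e-06), Clca2 by -4.93 and -1.98 (2.93, adjusted p = 0.00708), Nyap2 by -3.77 and -1.95 (1.81, adjusted p = 0.000144) and the imprinted non-coding RNA Rian by -1.56 and -0.56 (0.99, adjusted p = 0.00266). Without single libraries the count was 88 (day 0 control of aF1), 63 and 62 (day 2 control of aF1 and of cC3) and 85 (day 2 dTAG-13 of cC3), and with the 6 clone-by-day pairs as blocks it was 412.

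Depth argued against fewer counts in cC3, whose median total was 97.1% of that of aF1. Chromosomes 5, 8 and 12, on which 1 or both clones had unequal shares of CAST and 129 reads, held 12.8% of the 148 genes against 15.3% of tested genes, which argued against unequal chromosome copies. A weaker response of the same genes in cC3 stayed open: 86.5% of the 148 had the smaller effect in cC3 and the SD of the effect shared across days was 0.755 times that of aF1, but the effects had the same sign in 63.5% of them, 94 of 148. The study described degradation of YY1 as complete in its lines; protein levels were not analysed here, and a biological difference between the lines stays open and untested. When the 6 clone-by-day pairs were reassigned to 2 sets of 3, only the real assignment, 1 of 10, gave 148 calls and the highest other gave 0, and 10 are too few for a share under 0.05.

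In clone aF1 some reads carried the wrong allele. The X beyond 107 Mb is CAST on both copies there, yet 129 reads made up 2.48% of allelic reads over 296 genes in the day 6 dTAG-13 library (Wilson 95% interval 2.38% to 2.60%) and 1.79% in the day 6 control (1.69% to 1.89%), against 0.702% to 0.893% at days 0 and 2. Over the same days some fibroblast genes were higher. Of the 20 listed genes, 10 were higher at day 6 than at day 0 in all 4 pairs of a clone and treatment. Among them were Col1a2, Col3a1, Col5a2 and Prrx1, while Thy1, Acta2, Tagln and Fstl1 did not meet this rule. In aF1 alone, Acta2, Tagln, Twist2 and Dcn were also higher in both treatments and missed the rule through cC3. Tagln went from 0.461 to 1.07 CPM in aF1 control cells. Col5a1, Twist1 and Loxl1 were lower in both treatments of aF1. Fstl1 went from 39.6 to 36.0 CPM in aF1, as means of its control and dTAG-13 libraries.

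In aF1 the CAST share of the reads gained on these 10 genes together was 0.0416 (0.0715 in control and 0.0239 with dTAG-13). Cells with no CAST genome would give such a share. For the pooled gain it argued against differentiation of the hybrid cells, which would add reads from both alleles. Single genes were not alike. At day 6 of aF1, Col1a2 had 7 reads from CAST and 113 from 129, and Col5a2 35 and 452. Col6a1 had 30 and 30, however, and Pdgfrb 15 and 18, so both alleles contributed there. The lower of the day 6 percentages of 129 reads beyond Xist, 1.79%, lay above those of days 0 and 2, which argued against a constant rate of misassigned reads. In cC3 the CAST share of the gain was 0.254 (0.298 and 0.211), between the ranges that the explanations need, so cells of another origin and differentiation cannot be told apart there. Genes differed in cC3 too: at day 6 Col1a2 had 5 reads from CAST and 79 from 129, and Col5a2 272 and 422. A candidate source in aF1 is the inactivated fibroblast feeder layer on which the cells were grown and which was to be removed by pre-plating.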

How the results depend on the processing

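Alternatives that left out the day 6 libraries, tested Xi and Xa counts in edgeR, subtracted the 129 share beyond Xist from aF1 ratios, or used clone-by-day pairs as blocks for the difference between clones were chosen after seeing the data. Where a count moved by over 1.5 times, the cause was not tested unless a smaller number of libraries or a wider threshold explains it by construction.

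The dTAG-13 count over all libraries, 1884 genes, stayed within 1.5 times with size factors of DESeq2, no filter, the DESeq2 test, pairs as blocks, without X-linked genes and without day 6, and lay between 1652 and 1923 without any 1 library. The wider threshold, adjusted p below 0.05 with no fold, gave 6966 genes over all libraries, 2874 in aF1, 838 in cC3, 2167, 1743 and 2414 at days 0, 2 and 6, 653 for the difference between clones, 315 for induction at day 2 (217 X-linked lower) and 1953 at day 6 (338 X-linked lower). DESeq2 gave 1464 genes in aF1, 660 in cC3, 754 at day 2, 275 for the difference between clones and 257 for induction at day 2 (196 X-linked lower). Without the filter on low counts cC3 gave 202 genes, the difference between clones 274 and induction at day 2 178 (135 X-linked lower). Day as a term gave 2417 genes in aF1 and 1417 in cC3. Without day 6, aF1 gave 182 genes, cC3 0 in edgeR, the difference between clones 72, the lists 8 calls and the allelic ratio test 0 in limma.

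The replicate number marks the clone, so the fit without the replicate block leaves the clone out. It gave 1093 genes over all libraries, 32, 34 and 24 at days 0, 2 and 6, 1 gene with 0 X-linked lower for induction at day 2 and again 1 with 0 at day 6, 0 genes for allelic ratios, and log2 0.55 for Xist. The edgeR p of Xist was then 0.0789, from the model fitted across all genes. The block of 6 clone-by-day pairs gave 412 genes for the difference between clones, 273 higher and 139 lower, including all 148. Within a clone the day pairs control with dTAG-13, and that pairing is the fit with day as a term given above, with 2417 genes in aF1 and 1417 in cC3.

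Leaving out each library in turn gave 143 to 669 genes in aF1, 1 to 37 in cC3, 125 to 658 at day 0, 32 to 622 at day 2, 175 to 892 at day 6, 62 to 136 for the difference between clones, and 0 each time in edgeR for the difference between induced cells and day 0, which had 363 genes at an unadjusted p under 0.05 over all libraries. For induction it gave 1 to 171 genes at day 2 (0 to 135 X-linked lower) and 97 to 736 at day 6 (36 to 220). Where a group is left with 1 library, that library is assumed to vary like the others. Lists called ranged from 9 to 20, with 20 without the day 6 dTAG-13 library of cC3, genes called by allelic ratio from 0 to 10 and classes from 5 to 7. Targets minus other genes ranged from -0.0376 to -0.0302. Leaving out a clone gave a median allelic ratio difference of -0.0405 to -0.0264 and an Xi minus Xa difference of -0.544 to -0.542. The fits of allelic ratios within 1 clone have no residual degrees of freedom without a library and were not run that way; their counts stayed 0 in limma on the log2 odds scale, with day 0 ratios of 0.2 to 0.8 and with an intensity trend, with 46 to 58 genes in aF1 and 43 to 88 in cC3 at an unadjusted p under 0.05.

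Xist in induced cells had an unadjusted edgeR p of 0.0438 over all libraries. DESeq2 gave log2 0.56, no longer at an unadjusted p under 0.05. Leaving out libraries gave 0.37 to 0.70. The p rose above 0.05 without either aF1 dTAG-13 library (0.37 at day 2 and 0.45 at day 6), the day 6 control of aF1 (0.63), and the day 2 (0.45) and day 6 (0.49) controls of cC3. It fell to 0.000269 in edgeR without the day 0 control of either clone, with the SE going from 0.25 to 0.10.

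With an estimated correlation 0 lists, 0 classes and no YY1 target shift (-0.0353, p = 0.0768) were called by camera, whereas fry called 37 lists. The target shift on the log2 odds scale, -0.232, was not called with an estimated correlation either (p = 0.12), a setting chosen after seeing the data. Subtracting the 129 share from aF1 ratios left 11 genes, a target shift of -0.0353 and a median difference of -0.0355. The log2 odds scale gave 21 genes and 3 classes, and the edgeR test of Xi and Xa counts gave 48 genes. The sign of class medians against other genes turned on the log2 odds scale for slow silencing (0.0878), high expression (0.0264) and partial SmcHD1 dependence (0.0593), and for high expression without day 6 (0.000561) and without the day 6 dTAG-13 library of aF1. Leaving out libraries took the high expression value from -0.0134 to 0.00179. Of 1407 values of 71 genes and groups named for dTAG-13, 1325 kept their side, 79 lost the call, 3 gained it and 0 turned. For induction 96 of 272 at day 2 and 43 of 272 at day 6 lost the call, for lists 43 of 234, for genes by allelic ratio 99 of 190 and for classes 14 of 108. Depth limits single allelic ratios, since up to 16 genes per library had fewer than 10 allelic reads.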

Other observations

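The tests of explanations and the allele counts in this part were chosen after the results were seen, and the regroupings of libraries were planned. Imprinted genes were read by allele. Meg3, Rian and Mirg, non-coding RNAs made from the maternal copy of the Dlk1-Dio3 region on chromosome 12, came from CAST in 99.9% of allelic reads of aF1 control cells. In cC3 control cells the CAST shares were 85.9%, 85.3% and 86.8%. With dTAG-13 the CAST copy of Rian changed by log2 -1.47 (SD 0.05, n = 3 days) in aF1 and -0.55 (SD 0.06) in cC3, Meg3 by -1.05 (SD 0.06) and -0.39 (SD 0.07), and Mirg by -1.55 (SD 0.22) and -0.46 (SD 0.08). Snrpn, a paternally expressed splicing factor gene, had CAST shares of 1.93% in aF1 and 1.33% in cC3 control cells. Its 129 copy went from 1426 to 179 reads in aF1 (log2 -3.17, SD 0.38) and from 1331 to 854 reads in cC3 (-0.51, SD 0.09), while CAST had 28 and 32 reads in aF1, a share of 15.2% with dTAG-13, and 18 and 15 in cC3. Snrpn was chosen after its values were seen, and its clone-by-treatment difference was 2.43 (edgeR adjusted p = 1.02e-06). H19, usually made from the maternal copy, changed by 1.25 (SD 0.44) on CAST and 1.25 (SD 0.75) on 129 in aF1, and by 0.85 (SD 0.34) on CAST in cC3, where its 129 value of 0.79 (SD 1.02) lay within the spread between days. Sgce, usually paternal, changed by 0.73 (SD 0.26) on CAST and 0.78 (SD 0.11) on 129 in aF1, and by 0.60 (SD 0.03) and 0.86 (SD 0.19) in cC3.

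Genes of glycolysis stood among the 148 genes whose response differed between the clones. They were noticed in that table, no list of them was fixed or tested, and they are given as values. Eno1, the enolase gene, changed by log2 -2.25 in aF1 and -1.0 in cC3, the lactate dehydrogenase gene Ldha by -1.27 and -0.15, and the lactate exporter gene Slc16a3 by -1.75 and 0.02. Tpi1 changed by -1.67 and -0.25, Pfkp by -1.39 and -0.66, Pfkl by -1.13 and -0.21, Aldoa by -0.95 and -0.09, Pgk1, which is X-linked, by -0.94 and -0.18, and Pkm by -0.71 and -0.10. Adjusted p for the difference ran from 0.000104 for Slc16a3 to 0.00785 for Pfkp. The smallest adjusted p values for the difference were at Zbbx (2.69), Pkhd1, Snrpn and Aire (2.06), of which Zbbx and Aire were also chosen after their values were seen.

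Several X-linked genes that fell on Xist induction had fewer reads from the active X as well. Between day 0 and day 6 of control cells, Usp26 had 58 and 19 Xa reads in aF1 and 162 and 75 in cC3, Dgkk 26 and 10, and 45 and 11, and Tenm1 71 and 49, and 145 and 44. Nxf3, beyond Xist, had 101 and 14 CAST reads in aF1 and 28 and 5 Xa reads in cC3. Ap1s2, also beyond Xist, had 2317 and 548 CAST reads in aF1. Both aF1 copies are CAST there, so the aF1 reads of Nxf3 and Ap1s2 pool Xi and Xa and cannot show a fall on Xa. In cC3 Ap1s2 had 1213 and 93 reads from Xi and 201 and 123 from Xa. After scaling to the library these were log2 changes of -3.45 on Xi and -0.46 on Xa. The autosomal gene Duox1 was higher on both alleles, with 13 and 60 reads from 129 and 2 and 62 from CAST in aF1, and 7 and 56 from 129 and 3 and 55 from CAST in cC3. Col1a2 had 2 and 41 reads from 129 but 10 and 7 from CAST in aF1, and 4 and 37 but 5 and 4 in cC3. Sdpr had 4 and 45 reads from 129 in aF1 and 10 and 24 in cC3, with 0 from CAST at both days in both clones.

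Shares of CAST reads were uneven on some chromosomes. Chromosome 5 had 69.5% CAST (SD 2.18, n = 6 libraries) in cC3. Chromosome 8 had 64.5% (SD 0.480) in aF1 and 53.2% (SD 1.69) in cC3, and chromosome 12 had 60.6% (SD 3.28) in aF1 and 66.2% (SD 0.240) in cC3. All other autosomes in both clones, with chromosome 5 of aF1, lay between 45.1% and 51.5%. Rian, on chromosome 12, had 122681 reads from CAST and 68 from 129 in aF1 control cells, and 46323 and 23 with dTAG-13. How far such imprinted transcripts raised the chromosome 12 share of aF1 was not tested.

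The larger fall of the allelic ratio at YY1 targets was weighed as a pattern. Cells of another origin at day 6 of aF1 were argued against as the whole cause, since targets minus other genes already came to -0.0298 at day 2 of aF1, where the 129 share beyond Xist had not risen. Their part at day 6 stayed open, because subtracting 1 share from the aF1 ratios of a library moves targets and others alike (-0.0356 against -0.0348 before). The higher ratio of targets in control cells stayed open as an explanation, because the answer depended on the scale. Random lists were matched on the control ratio at the other induced day. Targets lay below their 95% range in 2 of 4 pairs by ratio (percentiles 6.71, 0.51, 0 and 5.07). On the log2 odds scale they lay below it in 4 of 4 (2.25, 1.41, 0.05 and 0.19). A direct effect of YY1 at its targets therefore stays a hypothesis.

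Regroupings of the libraries asked how often chance gives results as large. Of 100 regroupings of the 12 libraries into 6 and 6, only the real one, 1 of 100, gave 1884 genes. The highest other gave 0, also among the 32 that part every clone-by-day pair, a share under 0.05 that argued against chance. In the other regroupings the dTAG-13 effect adds to the error of the fit, which lowers their counts. The gap between 1884 and 0 is therefore no measure of how far chance is excluded. For gene lists 38 of the 100 gave at least the 13 lists called, up to 37 lists and up to 32 among those that part every pair, so for the lists chance cannot be excluded. Within a clone 10 regroupings exist, too few for a share under 0.05; aF1 gave 885 genes with 0 in the highest other, and cC3 gave 127 with 0. For allelic ratios over the 8 induced libraries the model had clone and day as terms and 1 grouping term over both induced days, unlike the model that called 11 genes, and 1 of 34 regroupings gave 12 genes and the highest other gave 11, the one that sets aF1 against cC3 and so follows the clone. For YY1 targets 1 of 34 gave a -log10 p of 5.97 with 3.76 in the highest other. The real grouping parts every clone-by-day pair, as 8 of the 34 do, and these 8 are too few for a share under 0.05; the highest others among them were 0 genes and 3.54. For the other classes 2 of 34 gave 6 classes, the highest other being 6, so chance cannot be excluded.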
